A study of Mus musculus with 58 samples.

How the data were processed

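Chromatin immunoprecipitation followed by sequencing (ChIP-seq) of tagged RNA-binding proteins was analysed in mouse embryonic stem cells. Of the 58 samples of the series, 9 had a peak list that was used here. The other 49 samples, which include RNA polymerase II ChIP-seq and labelled-RNA sequencing, were not analysed here. The 9 lists fall into 8 groups by their sample titles: 2 libraries of PSPC1 tagged at its own gene (knock-in), and 1 library each of overexpressed PSPC1, hnRNPU, SAFB, SAFB2, CIRH1A, UTP3 and UTP6. Per the labels, the knock-in cells were built from the CJ9 line and all overexpression cells from a J1 line that carries the biotin ligase BirA. Tagged endogenous and overexpressed PSPC1 therefore also differ in parental line.

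Per the labels' protocols, chromatin of the knock-in, CIRH1A, UTP3 and UTP6 cells was fixed with 3% formaldehyde. Overexpressed PSPC1 was fixed with 1% formaldehyde. For hnRNPU, SAFB and SAFB2 the labels give 2 mM of the protein crosslinker DSP followed by 1% formaldehyde, and a streptavidin purification in addition to the FLAG antibody. Each immunoprecipitation used 5 µg of FLAG antibody. Overexpressed PSPC1 also differed from knock-in PSPC1 in fixation.

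The deposited lists hold a chromosome, a start, an end, a peak name and a score per peak. The peak names carry the name of the caller MACS. Its version, its threshold, the control library and the read filters are not stated in the labels or the lists. The deposited score has no stated unit and was used to rank and filter peaks within a list. An alternative applied the same minimum of 50 to every list. Whether a score means the same in different lists is unknown. The lowest score was 30.0 in both knock-in lists and about 50 in the other 7, so the authors' lists do not share a minimum. Scores pile up at 3100, most often in the knock-in lists. One list was deposited per library, so replicates were not pooled. Read depth is not given by a peak list and is unknown here, so the number of peaks in a list depends on a depth and a control that could not be taken into account. The genome build is not stated either. The chromosome names and the largest end of a chr1 peak, 197184699, are those of the mm9 assembly, which is an inference. Positions are given as in the lists, counted from 1.

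Peaks that shared at least 1 bp counted as overlapping. Shares carry Wilson 95% intervals, which cover counting error only, since peaks are not replicates. The expected overlap came from 1000 circular shifts of the second list within each chromosome with a fixed seed. The largest peak end over all lists stood in for the length of a chromosome. The fold is the observed overlap divided by the mean of the shifts, and its interval is that of the observed share alone. Shifts do not keep peaks in their region of a chromosome, so a fold does not separate shared sites from a shared regional preference. Knock-in sites are the peaks of replicate 1 that overlapped a peak of replicate 2, merged with those peaks. The Jaccard index of 2 lists is the number of shared peaks, averaged over both directions, divided by the number of distinct peaks. Protocol labels were permuted over 8 lists, with the knock-in libraries as 1 list, in an exact two-sided test of all 280 assignments. No p-value was computed across peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

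The code was checked on simulated data. In a simulated list made from the 18455 peaks of knock-in replicate 1, with 60% of them planted, all planted peaks were found (100%). The planted peaks were only slightly moved, so this outcome was fixed by design. An independent simulated list, placed at random, gave a fold of 0.969. It does not test the shifts of a list with clustered peaks. For the protocol test, the indices of the pairs of 8 lists were simulated, not the lists. The planted difference was larger than the one observed and had little noise. It gave an exact permutation p of 0.00357, the smallest the test can give. Simulated indices with no difference gave an exact permutation p of 0.643. These values do not show what the test can detect at the size of the observed difference.

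Tests, comparisons and most alternatives were fixed before the data were examined. The alternatives were a reciprocal overlap of 50%, windows of 500 bp around the peak midpoint, the 50% of each list with the highest scores, the 6670 highest scoring peaks of every list, chromosomes 1 to 19 and X alone, random placement in place of shifts, the Jaccard index by base pairs, score deciles and each knock-in library left out in turn. A common score minimum of 50 and the removal of chromosome 1 were added after seeing the data. Regions are named by a rule fixed in advance: the 5 regions shared by the lists of a comparison with the best mean score rank, with ties ordered by position. Promoter shares, genes with promoter peaks, GC content, peaks on the tagged proteins' own genes and a fixed list of genes had also been planned. They were not run, because no annotation or sequence of the build of the lists was used here, and no peak is assigned to a gene.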

Results

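Peak lists of 9 ChIP-seq libraries from mouse embryonic stem cells were compared to describe where PSPC1 and 6 other tagged RNA-binding proteins were found on chromatin. PSPC1 is a protein of nuclear paraspeckles. hnRNPU, SAFB and SAFB2 are nuclear matrix-associated RNA-binding proteins, and CIRH1A, UTP3 and UTP6 are factors of ribosome biogenesis. PSPC1 tagged at its own gene had 2 libraries and every overexpressed protein had 1, so outside the knock-in group no value has a replicate check. The lists held 156215 peaks in total.

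The knock-in lists held 18455 peaks in replicate 1 and 22926 in replicate 2, a mean of 20690 ± 3162 (SD, n = 2). Overexpressed PSPC1 gave 22785 peaks. The UTP6 list was the longest with 40217 peaks, and the SAFB2 list the shortest with 6670. The remaining lists held 14562 peaks for UTP3, 10632 for SAFB, 10279 for hnRNPU and 9689 for CIRH1A. Peak width also differed. The median width was 1460 ± 57.3 bp (SD, n = 2) in the knock-in lists and 326 bp for overexpressed PSPC1, with 1699 bp for SAFB and 1275 bp for SAFB2. Knock-in peaks covered 36.6 and 42.1 Mb, against 9.55 Mb for overexpressed PSPC1 and 47.2 Mb for UTP6. Peaks of at least 10 kb numbered 160 and 153 in the knock-in lists, and the other 7 lists held 0.

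The first comparison asked how far the knock-in libraries shared their peaks. Of the replicate 1 peaks, 58.8% overlapped a replicate 2 peak (95% interval 58.1 to 59.6%). In the other direction the share was 48.3% (47.7 to 49.0%). Circular shifts gave 4.19% on average, between 3.27 and 7.15%, for the peaks of replicate 1, a fold of 14.0. The fold moved most when a reciprocal overlap of 50% was required, to 45.5. Sharing depended on the authors' score. In the quartile with the highest scores, 96.4% of replicate 1 peaks (95.8 to 96.9%) were found in replicate 2. The following quartiles gave 67.5% and 42.0%, and the lowest gave 29.5% (28.2 to 30.9%). Replicate 2 peaks were found in replicate 1 at 91.1, 52.1, 30.2 and 19.9%, from the highest to the lowest quartile. The overlapping peaks merged into 10352 knock-in sites with a median width of 2325 bp.

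**Figure D1:**
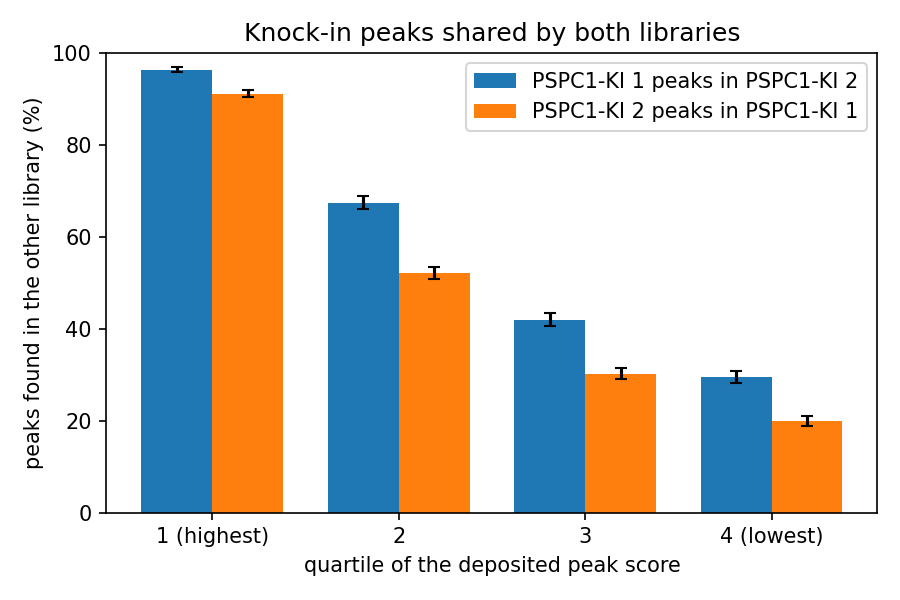
Share of PSPC1 knock-in peaks (y axis, percent) found in the other knock-in library, by quartile of the deposited score (x axis); bars give each direction and error bars the Wilson 95% interval. The share fell from 96.4% to 29.5% for replicate 1 and from 91.1% to 19.9% for replicate 2.

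By the rule for naming regions, the leading shared knock-in region lay at chr7 from 56886958 to 56896677, with scores of 3220 in replicate 1 and 3100 in replicate 2. It was followed by chr8 from 87316277 to 87329842, chr1 from 42767440 to 42772375, chr13 from 72772650 to 72778765 and chr18 from 81175902 to 81187530. Their order has little meaning, since 271 peaks of replicate 1 had a score of at least 3100 and overlapped a replicate 2 peak that also reached it.

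The next comparison set the tagged endogenous protein against the overexpressed one. Of the 10352 knock-in sites, 6330 overlapped a peak of overexpressed PSPC1, a share of 61.1% (60.2 to 62.1%). Shifts gave 2.79% on average and 3.72% at most, a fold of 21.9. Conversely, 35.8% (35.1 to 36.4%) of the overexpression peaks lay at knock-in sites. The share of knock-in sites fell to 2.53% when a reciprocal overlap of 50% was required, since the overexpression peaks were much narrower. The cells of this comparison also differed in parental line and fixation. The 5 leading shared regions were chr10 from 60607862 to 60611388, with a score of 2748 in the overexpression list, chr8 from 49926849 to 49932828, chr12 from 9429778 to 9436270, chr14 from 35629073 to 35637573 and chr19 from 25676093 to 25689240. Each had a score of 3100 in both knock-in lists.

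The design text of the series names the chromatin binding of different RNA-binding proteins as the purpose of these libraries. Knock-in sites overlapped the lists of the 6 other proteins to different extents. The share was 70.6% for UTP6 (69.7 to 71.5%), 36.6% for UTP3 (35.6 to 37.5%), 26.2% for hnRNPU (25.4 to 27.1%) and 25.6% for CIRH1A (24.8 to 26.5%). SAFB reached 8.81% (8.28 to 9.37%) and SAFB2 6.11% (5.67 to 6.59%). All 6 shares exceeded the highest of the 1000 shifts, which reached 8.32% for UTP6 and 2.39% for SAFB. Lists that prefer the same chromosomal regions would also exceed the shifts, so this does not establish binding at the same sites. Relative to the mean of the shifts the order was different. The fold was 16.5 for hnRNPU, 15.6 for CIRH1A, 14.5 for UTP3, 10.6 for UTP6, 5.35 for SAFB2 and 4.48 for SAFB. The alternative that moved a fold most was a reciprocal overlap of 50%, which raised that of hnRNPU to 67.6. With the 6670 highest scoring peaks of every list, there were 4470 knock-in sites, and UTP6 overlapped 21.1% of them, hnRNPU 24.5%, UTP3 20.4% and CIRH1A 20.0%. SAFB2 then overlapped 5.53% and SAFB 4.14%, while overexpressed PSPC1 overlapped 51.7%. The intervals of UTP6, UTP3 and CIRH1A overlapped one another at this number, so no order among them was detectable. SAFB and SAFB2 had the lowest folds of the 6 proteins under every alternative run. hnRNPU had the highest fold except when knock-in replicate 1 was left out, where CIRH1A had 15.8 and hnRNPU 15.7. With all peaks the fold intervals of hnRNPU, 16.0 to 17.1, and CIRH1A, 15.1 to 16.1, overlapped, so their order was not detectable. With the 6670 highest scoring peaks these intervals were apart, at 17.7 to 19.6 and 13.5 to 15.2.

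**Figure D2:**
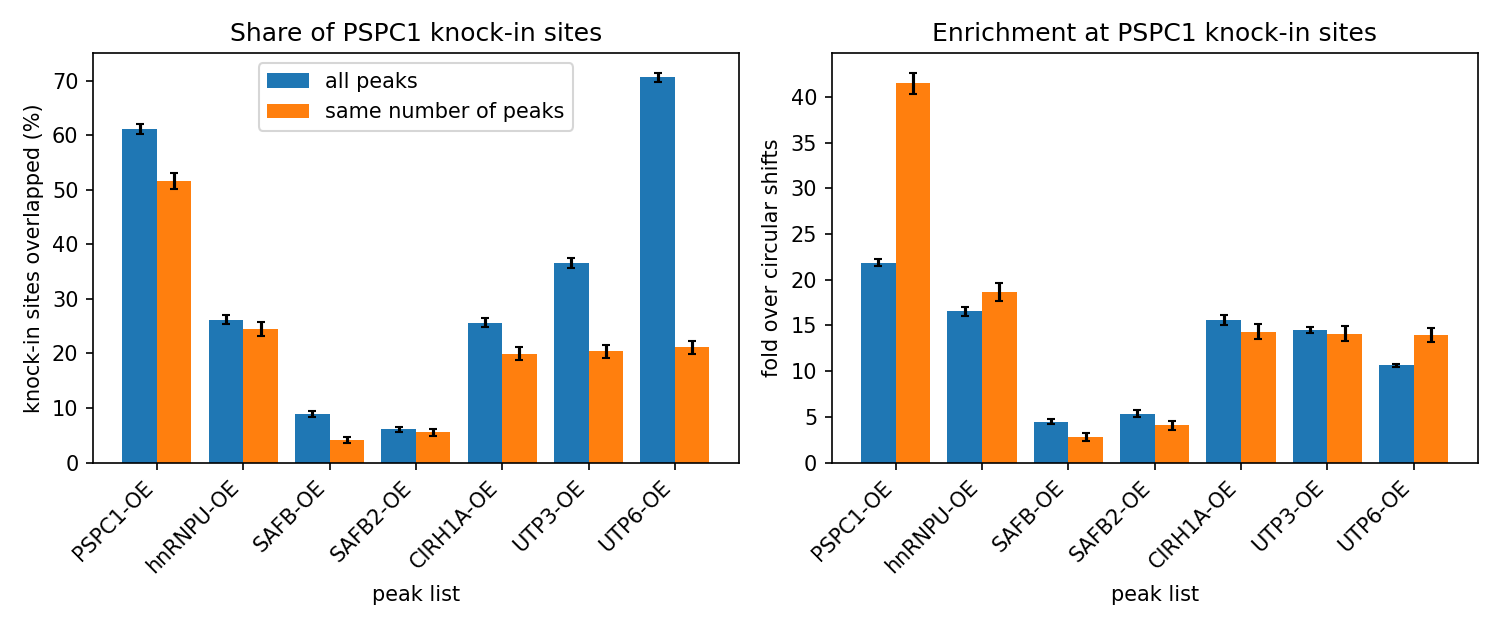
Left, share of PSPC1 knock-in sites (y axis, percent) overlapped by each peak list (x axis); right, fold over the mean of 1000 circular shifts. Blue bars use all peaks and orange bars the 6670 highest scoring peaks of every list, with Wilson 95% intervals of the share as error bars; the UTP6 share went from 70.6% to 21.1%.

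The leading region shared with the knock-in lists was chr17 from 39979445 to 39986238 for each of SAFB, SAFB2, CIRH1A and UTP3, chr11 from 82741915 to 82747893 for hnRNPU and chr1 from 179186814 to 179191747 for UTP6. The chr17 region was in all 9 lists, and no list from untagged cells was used here to set it against.

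All 36 pairs of lists were compared by their Jaccard index. The knock-in replicates had an index of 0.361 (0.355 to 0.366), and the other 35 pairs had a median of 0.154. The index of CIRH1A and UTP3, 0.404 (0.397 to 0.411), and that of UTP6 and overexpressed PSPC1, 0.364 (0.360 to 0.369), were at or above the replicate value. By base pairs neither pair reached the replicates at 0.389. CIRH1A and UTP3 then had 0.343, and UTP6 and overexpressed PSPC1, whose peaks differed in width, 0.157. The median of the other pairs moved most under a reciprocal overlap of 50%, to 0.0623. With the 6670 highest scoring peaks of every list, the replicates reached 0.533 and exceeded CIRH1A and UTP3 at 0.378. The share of overexpressed PSPC1 peaks that overlapped a UTP6 peak fell from 78.8% in the full lists to 38.9% at this number. SAFB and SAFB2 had an index of 0.271 (0.264 to 0.279) with each other. Their 14 pairs with the other lists had a median of 0.0821 and a highest value of 0.120. Of the CIRH1A peaks 94.5% and of the UTP3 peaks 93.7% overlapped a UTP6 peak, and 72.2% of the CIRH1A peaks overlapped a UTP3 peak. SAFB2 peaks overlapped the SAFB list at 55.7%. With the same number of peaks from every list, these shares were 55.4, 62.6, 54.9 and 45.0%, in the same order.

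**Figure D3:**
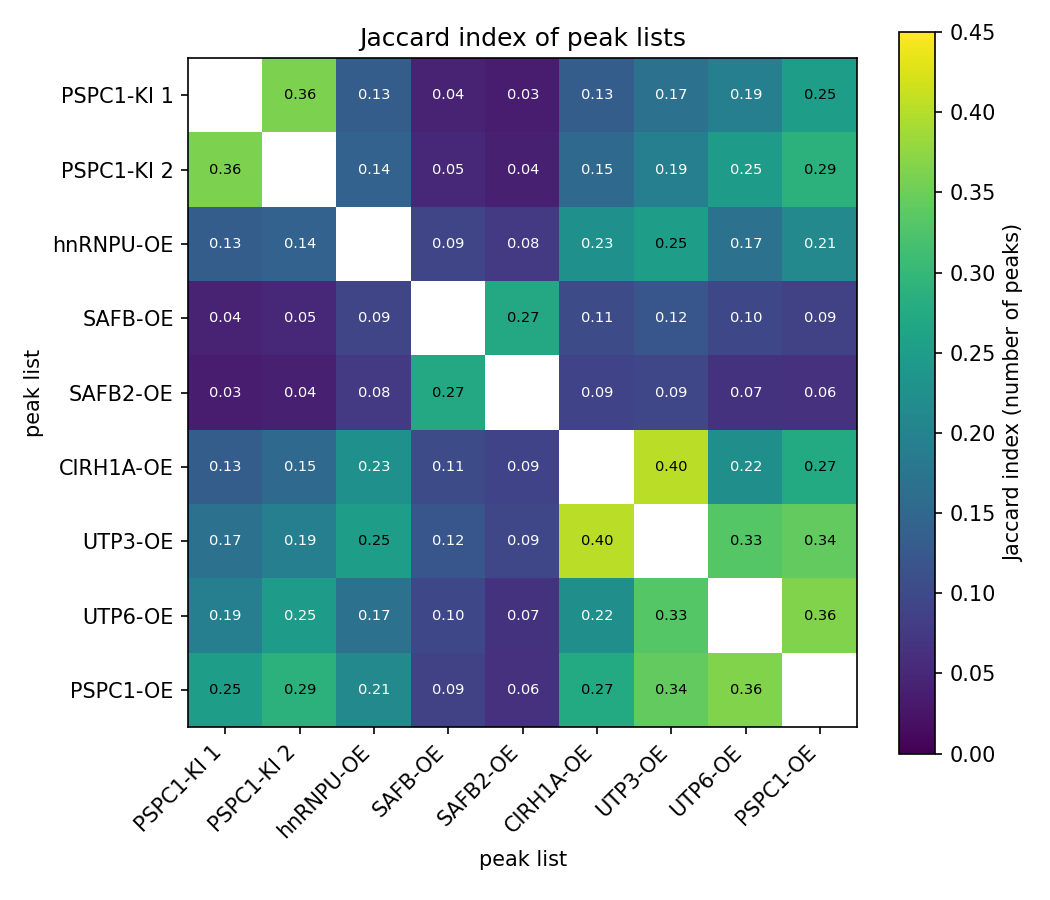
Jaccard index (colour and number in each cell) of every pair of the 9 peak lists, with the lists on both axes (KI, knock-in; OE, overexpression). CIRH1A with UTP3 had the highest index, 0.404, and SAFB and SAFB2 had low values with every list but each other.

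Because the libraries were made with different fixation protocols, pairs of lists that shared a protocol were compared with the other pairs. The mean index was 0.212 over the 9 pairs with the same protocol and 0.162 over the 19 pairs with different protocols. The difference of 0.050 had an exact permutation p of 0.25 (two-sided, 280 assignments). Under a reciprocal overlap of 50% the difference was 0.0852 with an exact permutation p of 0.0107. Over the 8 alternatives that kept both knock-in libraries, the exact permutation p ranged from 0.0107 to 0.350. Each protein was made with a single protocol except PSPC1, so protocol and protein cannot be separated.

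Merging the peaks of all lists gave 67384 regions, of which 34573 (51.3%) had a peak in 1 list. Regions with a peak in all 9 lists numbered 119. When every list was shifted, the mean was 0.001 and the highest of 1000 rounds was 1. The count was 10 under a reciprocal overlap of 50%. The 5 leading regions were chr17 from 39979445 to 39986238, chrX from 166526685 to 166527607, chr15 from 91736587 to 91741242, chr3 from 8244787 to 8246978 and chr13 from 13952510 to 13953765. By score, the chrX region ranked from 1 to 3 within the hnRNPU, CIRH1A, UTP3, UTP6 and overexpressed PSPC1 lists. Within the knock-in lists it ranked 2350 in replicate 1 and 1598 in replicate 2.

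The lists differed in how their peaks were spread over chromosomes. Chromosome 1 held 22.4% of the replicate 1 and 19% of the replicate 2 knock-in peaks, 20.7% ± 2.42 (SD, n = 2). In the other 7 lists its share was between 7.93% for overexpressed PSPC1 and 10.9% for UTP3. The knock-in share was 17.7% with the 6670 highest scoring peaks per list, the alternative that moved it most. The hnRNPU list had 6.55% of its peaks on chromosome 6 and 6.27% on chromosome 12, above the highest values of the other 8 lists, 5.34 and 4.37%. Chromosome 8 held 9.03% of the CIRH1A, 8.25% of the UTP3 and 7.97 and 7.19% of the knock-in peaks. In the remaining lists, UTP6 among them, its share was between 4.72% for hnRNPU and 6.62% for overexpressed PSPC1. No explanation was tested for chromosome 8. SAFB and SAFB2 had 6.83 and 6.48% of their peaks on chromosome X, against 1.30 to 2.85% in the other 7 lists.

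**Figure D4:**
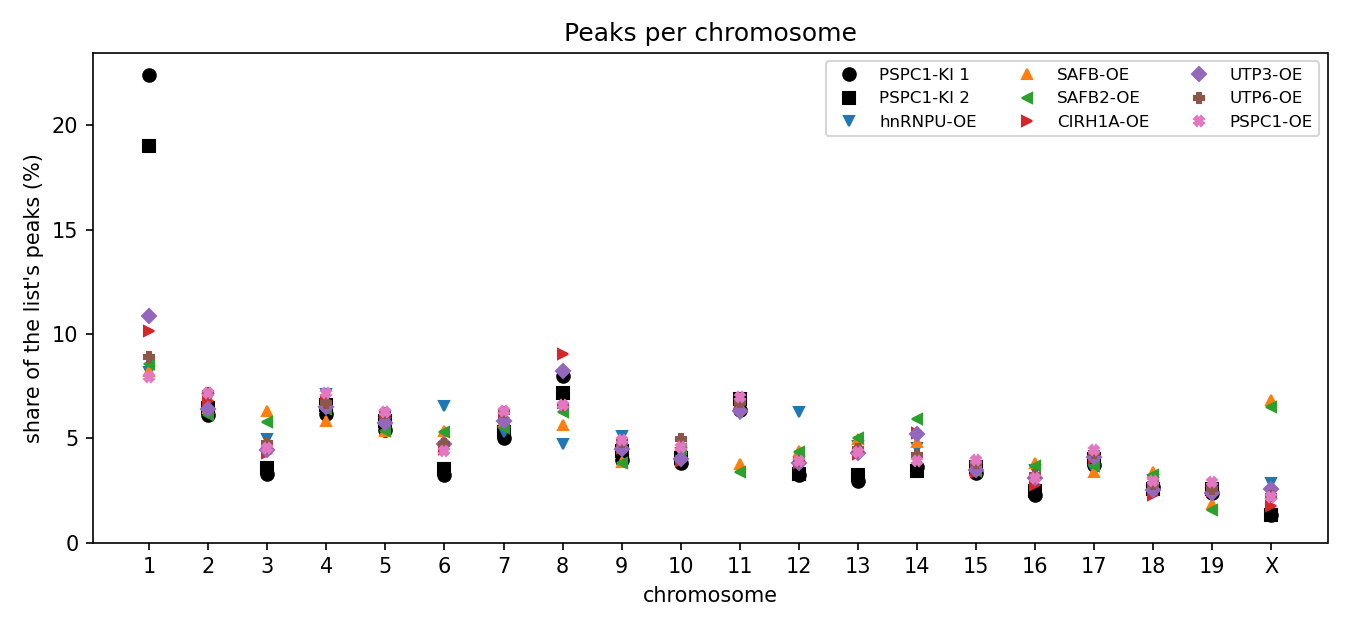
Share of each list's peaks (y axis, percent) on each chromosome (x axis); each marker is 1 peak list, with the knock-in lists in black (KI, knock-in; OE, overexpression). The knock-in lists stand at 22.4 and 19% on chromosome 1, and the other 7 lists at 7.93 to 10.9%.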

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

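The common score minimum, the removal of chromosome 1 and all alternatives of the chromosome 1 share were chosen after seeing the data. The protocol difference, the result with a direction, stayed positive under all alternatives. Apart from the ranges for a knock-in library left out, the values given here moved beyond their 95% binomial interval (for the chromosome 1 share, beyond 1 SD; for counts of regions, by more than 1.5 times), and unless a cause is given, the cause was not tested. No paired analysis was possible because the knock-in libraries are the only group of peak lists with more than 1 replicate.

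A reciprocal overlap of 50% lowered the share of replicate 1 peaks in replicate 2 to 49.7% and raised its fold to 45.5. The share of knock-in sites in the overexpressed PSPC1 list became 2.53% with a fold of 43.9; a 326 bp peak cannot cover 50% of most knock-in sites. The folds of the other proteins at knock-in sites were 67.6 for hnRNPU, 62.0 for CIRH1A, 60.3 for UTP3, 48.8 for UTP6, 16.4 for SAFB2 and 11.2 for SAFB. Jaccard indices were 0.285 for the knock-in replicates, 0.353 for CIRH1A and UTP3, 0.182 for SAFB and SAFB2 and 0.0623 as the median of the other pairs. The highest and lowest score quartiles of replicate 1 were shared at 88.1 and 22.3%. For the regions in all lists, SAFB2 peaks with such an overlap in every other list were counted, and there were 10. The protocol difference passed the threshold of 0.05, at 0.0852 with an exact permutation p of 0.0107.

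Windows of 500 bp gave a replicate share of 44.3% with a fold of 37.7, and a share of 54.4% with a fold of 52.6 for overexpressed PSPC1. The folds were 50.6 for hnRNPU, 48.3 for CIRH1A, 46.6 for UTP3, 31.8 for UTP6, 15.0 for SAFB2 and 11.3 for SAFB. Jaccard indices were 0.246 for the replicates, 0.379 for CIRH1A and UTP3, 0.179 for SAFB and SAFB2 and 0.120 for the median. The highest and lowest quartiles were shared at 73.8 and 21.5%.

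The 50% of each list with the highest scores gave a replicate share of 69.8% with a fold of 25.8, and a share of 57.2% with a fold of 31.5 for overexpressed PSPC1. The folds were 20.0 for hnRNPU, 12.9 for UTP6, 3.99 for SAFB2 and 2.82 for SAFB. Jaccard indices were 0.458 for the replicates, 0.353 for CIRH1A and UTP3 and 0.117 for the median, and 34 regions were in all lists. With the 6670 highest scoring peaks of every list, the replicate share was 69.1% with a fold of 37.9, and the share for overexpressed PSPC1 was 51.7% with a fold of 41.5. The folds were 18.6 for hnRNPU, 14.3 for CIRH1A, 14.1 for UTP3, 13.9 for UTP6, 4.07 for SAFB2 and 2.78 for SAFB. Jaccard indices were 0.533 for the replicates, 0.378 for CIRH1A and UTP3, 0.287 for SAFB and SAFB2 and 0.111 for the median. The chromosome 1 share was 17.7%, and 27 regions were in all lists. Fewer peaks enter both alternatives by construction.

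A score of at least 50 in every list gave a replicate share of 69.6% with a fold of 24.3 and a Jaccard index of 0.447. Overexpressed PSPC1 then had a share of 71.4% with a fold of 22.5. The folds were 15.0 for CIRH1A, 14.0 for UTP3, 10.2 for UTP6 and 4.84 for SAFB2, and the highest and lowest quartiles were shared at 99.6 and 38.6%. Without chromosome 1 the replicate share was 61.6% with a fold of 19.4 and a Jaccard index of 0.372, and overexpressed PSPC1 had a share of 64.8% with a fold of 23.7. The folds were 17.6 for hnRNPU, 16.4 for CIRH1A, 15.8 for UTP3 and 11.4 for UTP6, and the highest and lowest quartiles were shared at 97.9 and 31.0%.

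On chromosomes 1 to 19 and X the replicate fold was 14.2. Random placement gave folds of 13.7 for the replicates and 19.8 for overexpressed PSPC1. The Jaccard index by base pairs was 0.389 for the replicates, 0.343 for CIRH1A and UTP3, 0.203 for SAFB and SAFB2 and 0.0932 for the median. With score deciles, the highest and lowest were shared at 100 and 26.9%.

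When either knock-in library was left out, all peaks of the other served as sites, including those found in 1 library alone. The share in the overexpressed PSPC1 list was then 40.2 to 40.4%, below the 61.1% of shared sites by more than 1.5 times, with a fold of 19.7 to 21.0. The folds were 15.2 to 15.7 for hnRNPU, 13.8 to 15.8 for CIRH1A, 12.8 to 14.4 for UTP3, 9.79 to 11.0 for UTP6, 4.88 to 5.74 for SAFB2 and 4.24 to 4.78 for SAFB. The folds of CIRH1A, UTP3 and SAFB2 without replicate 1, and that of SAFB without replicate 2, stayed within their interval.

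These alternatives gave 191 values for the other shares and medians that were computed, not all of which are printed here. Of these, 142 moved beyond their interval, 120 downward and 22 upward, and 49 did not. Read depth is unknown, which limits every statement on the number of peaks. The alternatives set in advance for promoter shares, genes with promoter peaks and GC content were not run, as no annotation or sequence of the build of the lists was used here.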

Other observations

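The tests of the list size and protocol in the overlap and the similarity of the lists, and of the recovery of UTP6 peaks by chromosome, were set before their results were seen. The split of the list size test by protein, and the tests on the score minimum, 10 Mb bins and overexpressed PSPC1 for chromosome 1, on site score and on 1 Mb bins, were chosen after the result was seen. No list of an untagged control was used here, so a signal common to all immunoprecipitations stays open for the sites that lists share. Such a signal is argued against as the source of the knock-in excess on chromosome 1. That chromosome held 22.4 and 19% of the knock-in peaks, against 7.93 to 10.9% in the other 7 lists. The 1 Mb bins also argue against it as the source of the spread of all SAFB and SAFB2 peaks over the genome. In these bins SAFB and SAFB2 correlated at -0.022 to 0.257 with the other lists, which correlated at 0.625 to 0.916 with each other. The bins cannot exclude a common signal at the sites that SAFB and SAFB2 share with other lists.

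The knock-in lists had an excess of peaks on chromosome 1. The lower score minimum of these lists was argued against by the share at a score of at least 50, which was still 20.3 and 18.0%, against at most 10.9% elsewhere. A local segment was argued against by the spread along the chromosome. Of its 20 bins of 10 Mb, 19 in each library had more knock-in peaks per UTP6 peak than the median bin of the other autosomes, and the median ratio was 0.984 against 0.339 in replicate 1. A preference of PSPC1 for chromosome 1 in either form of the protein stays open: the overexpression list had 7.93% of its peaks there, but it is 1 library from another parental line. A whole-chromosome difference in DNA copy between the ChIP cells and their control is a candidate explanation. It requires that the UTP6 peaks of chromosome 1 be found more often in the knock-in lists at every UTP6 score quartile, and this was so in all 4 quartiles of both libraries. Over all quartiles, 41.6% of these UTP6 peaks were in replicate 1, against a median of 22.5% and a highest value of 25.5% over the other autosomes, and 48.8% were in replicate 2, against a median of 29.7%. Knock-in peaks on chromosome 1 were in any of the other 7 lists less often, 40.2 and 44.6%, than those elsewhere, 64.9 and 66.0%. Chromosome-wide binding particular to the knock-in cells predicts a higher recovery too. The knock-in lists are also the only ones from CJ9 cells, so a property of the tagged endogenous protein and a property of the parental line stay open. Read coverage of the control library would separate these, and it was not used here.

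The hnRNPU list had an excess of peaks on chromosomes 6 and 12, although its parental line is that of the other overexpression cells. The same copy explanation was tested in the same way. Of the UTP6 peaks on chromosome 12, 28.3% were in the hnRNPU list, the highest of 19 autosomes, and on chromosome 6 23.1%, against medians of 17.5% over the other autosomes. Chromosome 12 was above that median beyond its 95% interval in all 4 score quartiles. Chromosome 6 was so in 3, and in the lowest quartile its 5.91% (4.17 to 8.31%) included the median of 4.24%. With 1 hnRNPU library, a copy difference and binding by hnRNPU cannot be told apart.

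The share of knock-in sites overlapped by a list may depend on its size. For UTP6, the leading list, the share fell from 70.6 to 21.1% with the same number of peaks per list and was no longer the highest of the 6 proteins, which is consistent with list size as the source of its lead. For SAFB and SAFB2, the lists with the lowest shares, list size was argued against. At the same number of peaks they stayed the lowest at no more than 5.53%. In the full lists, SAFB covered 22.0 Mb and SAFB2 10.5 Mb, against 10.0 Mb for hnRNPU. The coverage at the same number of peaks is not given here.

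The greater similarity of lists that shared a protocol was within what random protocol labels give, with an exact permutation p of 0.25 over 8 lists. hnRNPU shared its protocol with SAFB and SAFB2, and had indices of 0.0933 and 0.0765 with them, against 0.253 with UTP3. Under a reciprocal overlap of 50%, which also compares widths, the exact permutation p was 0.0107. With the Jaccard index by base pairs it was 0.05, and with the same number of peaks per list 0.0929. The other alternatives that kept both knock-in libraries gave an exact permutation p of 0.264 to 0.350. Protocol and protein cannot be told apart, because no protein other than PSPC1 was made with more than 1 protocol.

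Knock-in sites with higher scores were found more often in the overexpressed PSPC1 list. From the highest to the lowest quartile of the mean score rank the shares were 86.3, 66.4, 53.2 and 38.7%. With sites as called, the shares also fell in the UTP6 list (79.8, 74.8, 68.0 and 59.9%) and the hnRNPU list (32.1, 30.1, 23.5 and 19.1%). The other 4 lists showed no such order, with 23.9, 30.9, 26.7 and 21.0% for CIRH1A, 38.7, 41.8, 35.6 and 30.1% for UTP3, 8.27, 10.0, 9.04 and 7.88% for SAFB and 4.79, 6.96, 6.96 and 5.76% for SAFB2. Among the 500 strongest sites, 97.2% were in the overexpressed PSPC1 list and 13.8% (11.1 to 17.1%) in the CIRH1A list, which held 26.2% of the remaining sites. Sites with higher scores were wider, with medians of 3689 bp in the highest and 1691 bp in the lowest quartile. Width as the whole source was argued against by sites of one width of 500 bp, where the overexpressed PSPC1 share was 57.5, 50.8, 41.2 and 30.6% from the highest to the lowest quartile. A window of one width covers a smaller part of a wider site and so works against the highest quartile, which is why the order that remained counts against width and a lower share there decides nothing. The latter holds for UTP6, with 63.1, 69.0, 63.5 and 56.1% at one width, and for hnRNPU, with 25.3, 27.6, 22.2 and 17.2%. It also holds for the 500 strongest sites, which had a median width of 7577 bp. At one width, 51.0% (46.6 to 55.4%) of them were in the overexpressed PSPC1 list, against 44.7% of the remaining sites. For CIRH1A these shares were 6.40 and 22.9%. The 97.2% therefore holds for sites as called only. The chromosome 1 excess was also argued against, with 86.7 and 43.5% once chromosome 1 was removed. A signal common to all FLAG immunoprecipitations at the weaker sites stays open. With sites as called, the lower shares of the strongest than of the remaining sites for CIRH1A and for UTP3, 28.8 against 36.9%, go with it, as wider sites would raise them. The shares for UTP6, 76.2 against 70.3%, and for hnRNPU, 26.4 against 26.2%, decide nothing for the same reason. For SAFB and SAFB2, with 7.0 against 8.90% and 5.20 against 6.16%, the 95% intervals overlapped. The drop of the CIRH1A share from the second to the lowest quartile goes against it, and it remained at one width, with 27.2 and 19.1%. The same drop at one width was seen for UTP3, with 38.2 and 28.5%, UTP6, with 69.0 and 56.1%, and hnRNPU, with 27.6 and 17.2%. For SAFB, with 9.00 and 7.19%, and SAFB2, with 5.64 and 5.14%, the 95% intervals of these quartiles overlapped. Without an untagged list a common signal cannot be told apart from weaker PSPC1 binding at sites that other proteins also occupy.

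Peak numbers in 1 Mb bins set SAFB and SAFB2 apart. Across 2582 bins, which are not independent replicates, the 21 pairs of the other 7 lists had Spearman correlations of 0.625 to 0.916. SAFB and SAFB2 correlated at 0.588 with each other and at -0.022 to 0.257 with the other lists. hnRNPU, made with the same protocol as SAFB and SAFB2, correlated at 0.625 or more with each of the other lists. As this is 1 library of another protein, protocol and protein cannot be told apart here either. Small numbers per bin were argued against by lists of the same number of peaks, where the other lists still correlated at 0.430 to 0.901 with each other and SAFB and SAFB2 at no more than 0.310 with them. A difference between these proteins and the others remains a hypothesis, as each rests on 1 library, the protocol stays open, and GC content and gene density were not tested here.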
